# Foxp3 Expression in Macrophages Associated with RENCA Tumors in Mice

**DOI:** 10.1371/journal.pone.0108670

**Published:** 2014-09-29

**Authors:** Christel Devaud, Carmen S. M. Yong, Liza B. John, Jennifer A. Westwood, Connie P. M. Duong, Colin M. House, Delphine Denoyer, Jason Li, Phillip K. Darcy, Michael H. Kershaw

## Abstract

The transcription factor Foxp3 represents the most specific functional marker of CD4^+^ regulatory T cells (TRegs). However, previous reports have described Foxp3 expression in other cell types including some subsets of macrophages, although there are conflicting reports and Foxp3 expression in cells other than Treg is not well characterized. We performed detailed investigations into Foxp3 expression in macrophages in the normal tissue and tumor settings. We detected Foxp3 protein in macrophages infiltrating mouse renal cancer tumors injected subcutaneously or in the kidney. Expression was demonstrated using flow cytometry and Western blot with two individual monoclonal antibodies. Further analyses confirmed Foxp3 expression in macrophages by RT PCR, and studies using ribonucleic acid-sequencing (RNAseq) demonstrated a previously unknown Foxp3 messenger (m)RNA transcript in tumor-associated macrophages. In addition, depletion of Foxp3^+^ cells using diphtheria toxin in Foxp3*^DTR^* mice reduced the frequency of type-2 macrophages (M2) in kidney tumors. Collectively, these results indicate that tumor-associated macrophages could express Foxp3.

## Introduction

The forkhead lineage-transcription factor Foxp3 was initially characterized as a specific key intracellular marker of CD25^+^CD4^+^ T regulatory cells (TRegs) [1], [2]. Its expression has since been reported in more cell subsets including a minor subset of CD8^+^CD25^+^ T cells [3] and some non-hematopoietic normal epithelial cells, such as thymic stromal cells [4], breast epithelium [5], bronchial and prostate epithelial cells [6] and tumor cells [7]. However, those observations remained controversial as some studies argued that previous reports of Foxp3 expression in cell types other than CD4^+^ T cells were not reproducible and were due to staining artefacts [8].

Myeloid cells are important cells in the tumor microenvironment, able to regulate immunity and promote tumor growth. Among them, type-2 differentiated macrophages (M2) are strongly immunosuppressive in different types of tumor microenvironment [9].

In June 2011, an article was published in the Journal of Experimental Medicine reporting the expression of Foxp3 in F4/80^hi^/CD11b^int^ macrophages with immunosuppressive potential [10]. Subsequently, the paper was retracted on request of the institute that published the work because other groups were unable to detect Foxp3 in macrophages [11], [12]. In these latter studies, the authors were unable to detect Foxp3 in naive or activated macrophages, but a detailed investigation in the tumor setting was not performed. Nevertheless, Foxp3 expression in other cell types remains highly controversial and is still fiercely debated. In the present study we confirmed a lack of expression of Foxp3 in normal macrophages, but we observed Foxp3 expression in macrophages infiltrating mouse renal cell carcinoma tumors. Using multiple assays, our observations indicate that Foxp3 can be expressed in tumor-associated macrophages.

## Materials and Methods

### Cell Lines, mice and tumors

BALB/c wild-type (WT), SCID mice and Foxp3*^DTR^* mice were bred and maintained at the Peter MacCallum Cancer Centre. All mice were utilized following the Peter MacCallum Cancer Centre Animal Experimentation Ethics Committee guidelines. The BALB/c mice renal cell carcinoma cell lines Renca and Renca Cherry Luciferase (Renca Ch^+^L^+^) were used and generated as previously described [13]. Subcutaneous (SC) and intra-kidney (IK) orthotopic tumors were established as previously described [13] by injection of 2×10^5^ Renca cells or Renca Ch^+^L^+^ cells. Depletions in Foxp3*^DTR^* mice were performed using a single intra-peritoneal (IP) injection of 0.5 µg diphtheria toxin (DT) (Sigma Aldrich) at day 9 after tumor cell injection.

### Ethics statement

This study was carried out in strict accordance with the recommendations of the Victorian Bureau of Animal Welfare, Department of Primary Industries, and the National Health and Medical Research Council's Australian code of practice for the care and use of animals for scientific purposes. The protocol was approved by the Peter MacCallum Cancer Centre Animal Experimentation Ethics Committee under Permit numbers E498. All efforts were made to minimize suffering.

### Tumor processing, antibodies and FACS analysis

FACS analyses in IK or SC tumors were performed approximately 14 days after tumor inoculation (D14) in wild type mice and 4 days after DT injection, in the Foxp3*^DTR^* model. SC or IK tumors, spleen and naïve kidney were excised from mice and dissociated. Bone marrow cells were collected using 26G syringe and 2 washes of 2 ml of PBS through lower leg bones. Cells were stained with anti-mouse CD45.2-FITC or APC-eF780 (clone 104), CD11c-PE-Cy7 (clone N418), TCRβ-PerCP-Cy5.5 (clone H57-597), CD25-APC-eF780 (clone PC61.5), F4/80-PE-Cy7 (clone BM8), CD4-APC-eF780 (clone RM4-5), CD11b-APC or APC-eF780 (clone M1/70), CD19-AF647 (clone eBio1D3) (all from eBioscience). The mouse anti-Foxp3 antibodies used for the intracellular staining were PE coupled (clone NRRF-30) or APC-coupled (FJK-16S), (all from eBioscience). Intracellular staining for Foxp3 was performed according to manufacturer's instructions. Briefly, after two washes in PBS, the cell pellet was fixed using 100 µl of fixation buffer and incubated for 20 minutes, followed by addition of 2 ml of PermWash buffer, centrifugation and a further wash in PermWash. Cells were then resuspended in 50 µl of PermWash and 50 µl of anti-Foxp3 antibody added and incubated for 20 minutes. 2 ml of PermWash was then added followed by centrifugation and a further wash in 2 ml of PBS. All incubations were performed in the dark on ice. Cells were analyzed and sorted on BD FACS CantoII and DIVA SORTER (BD Bioscience).

### Western blot

Sorted cells were lysed in Radioimmunoprecipitation assay buffer (RIPA) buffer (150 mM NaCl, 10 mM Tris-Cl, pH 7.4, 5 mM EDTA, 1% Triton X100, 0.1% SDS, 0.5% sodium deoxycholate). Proteins (10 to 50 µg) were separated and membranes were incubated overnight at 4°C with anti-mouse Foxp3 purified antibodies and 1 h at room temperature with anti-β actin antibody (clone AC-74, Sigma Aldrich). Immunoreactive bands were visualized by enhanced chemiluminesence (Amersham).

### Foxp3 mRNA expression analysis

Total RNA from cells was extracted from cells using Qiagen RNeasy kit (Qiagen) according to the manufacturer's instructions. For RT-PCR, the following primers were used on 1 µl of cDNA: Foxp3 forward 5′-AGACCCCTGTGCTCCAAGTG-3′ and reverse 5′- CAGACTCCATTT-GCCAGCAG-3′ and HPRT forward 5′- GCTGGTGAAAAGGACCTCT-3′ and reverse 5′- CACAGGACTAGAACACCTGC-3′.

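The Foxp3 primers AGACCCCTGTGCTCCAAGTG and CAGACTCCATTTGCCAGCAG were located in the mouse reference transcripts of build NCBIM37, which is also called MM9. Each primer had 1 site in each of the 4 annotated Foxp3 transcripts. The product was 256 bases long in all 4 and lay within the coding sequence, from coding base 338 to coding base 593. On chromosome X it spans 7164426 to 7165152, which is 727 bases of genomic DNA with the introns. In the shortest transcript the product runs from exon 3 to exon 5. The HPRT primers GCTGGTGAAAAGGACCTCT and CACAGGACTAGAACACCTGC gave a product of 249 bases in the Hprt transcript ENSMUST00000026723. This product spans chromosome X from 50373285 to 50374371, from exon 7 to exon 9, and extends beyond the coding sequence.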

Paired-end RNA sequencing with read length of 51 bases was performed on the selected RNA samples using Illumina HiSeq2000. Total base reads after a quality trim exceeded 5×10^9^ per sample. Sequence alignment was performed using Bowtie 0.12.8 [14] and TopHat v1.4.1 [15] against *Mus musculus* reference genome MM9. Cufflinks 2.1.0 [16] was used to identify transcripts that were present in the RNA samples and to estimate abundances of the transcripts and genes in FPKM units (Fragments Per Kilobase of transcript per Million mapped reads). Mouse genome annotation from Ensembl release 67 was used to guide Cufflinks for transcript assembly. The full data set is available in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo), accession number GSE56904.

### Statistical Analysis

Results are expressed as the mean ± standard error of the mean (SEM). Experiments were analyzed using a Mann-Whitney test, and p<0.05 considered significant.

## Results

### Foxp3 protein detected in macrophages

In previous work, we demonstrated that IK tumors, highly infiltrated with F4/80^hi^/CD11b^in^ expressing macrophages (M2), were more resistant to a combination agonist antibody immunotherapy in comparison to SC tumors [13]. To further characterize the M2 macrophages infiltrating IK tumors in our tumor model, we investigated the expression of several markers associated with immunosuppression including Foxp3. We initially performed flow cytometry with a routinely used anti-Foxp3 antibody, clone FJK-16S (eBioscience, San Diego, CA), which recognizes an epitope between amino-acids (AA) 75 and 125 of the Foxp3 protein (**Figure 1A**). Our analysis revealed that M2 cells, gated on F4/80^hi^/CD11b^int^, were mainly positive for Foxp3 expression in both SC and IK Renca tumors compared to F4/80^int^/CD11b^hi^ type-1 macrophages (M1) (**Figure 1B, C**). To confirm Foxp3 expression, we also used another anti-Foxp3 antibody (clone NRRF-30 from *eBioscience*), that recognizes a different epitope AA1 to AA75 (**Figure 1A**). To prevent contamination in the fluorescence-activated cell sorting (FACS) coming from TReg cells, we initially gated on CD45.2^+^/TCR^neg^ cells. Flow cytometric analysis using clone NRRF-30 demonstrated again that the majority of M2 and some M1, infiltrating IK tumors, express Foxp3 (**Figure 1D, E**).

**Figure 1:**
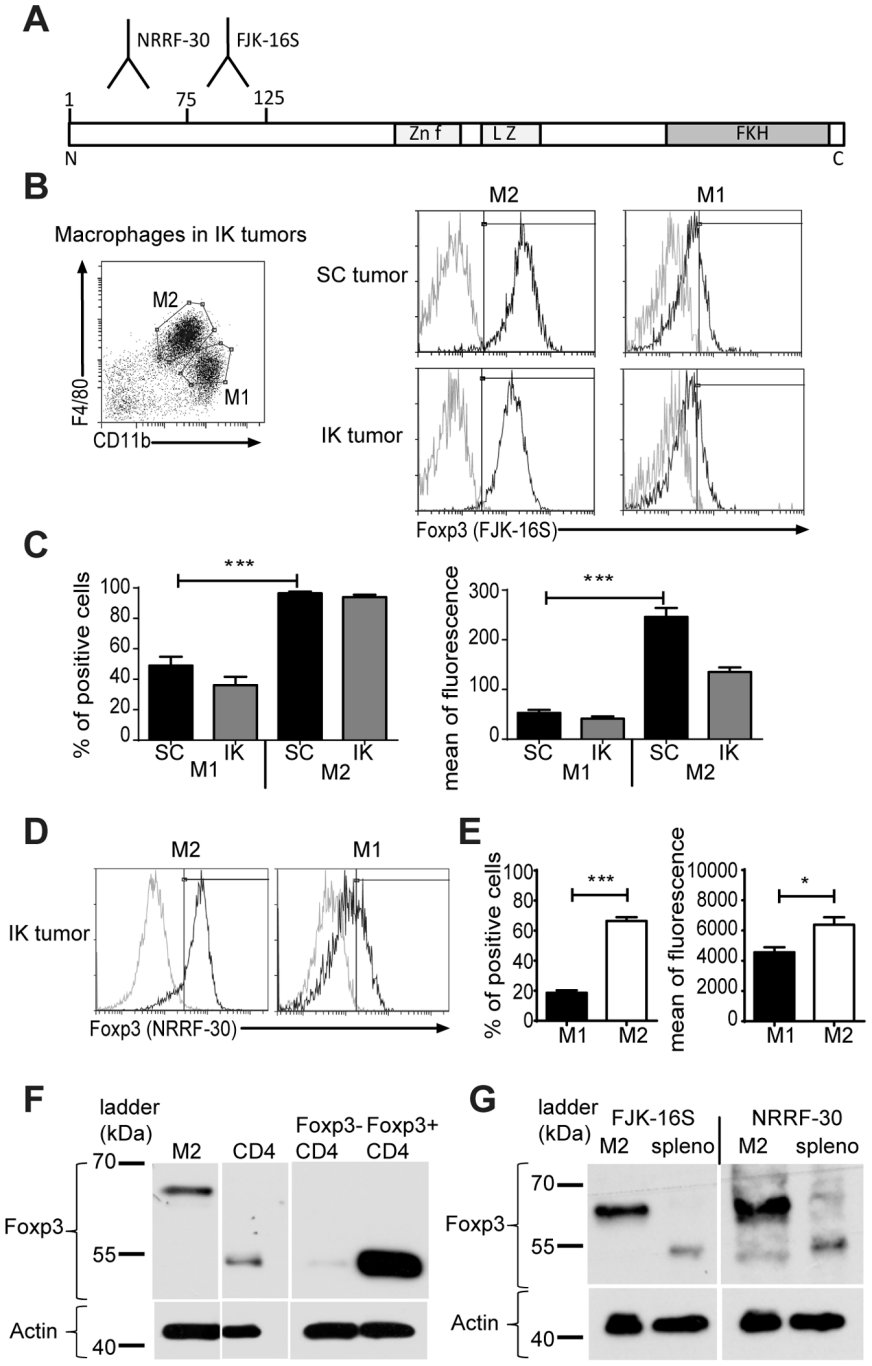
Foxp3 protein detected in macrophages using two different Foxp3 antibody clones recognizing different epitopes. (**A**) Schematic representation of Foxp3 protein with different known domains in Foxp3 protein: Zn f (Zinc finger), L Z (leucine zipper), FKH (Forkhead domain), N and C (respectively N terminal and C terminal extremities of the protein) and the amino-acid epitopes 1 to 75 for anti-Foxp3 antibody clone NRRF-30 and 75 to 125 for anti-Foxp3 antibody clone FJK16S (according to eBioscience datasheet). (**B**) Mice were inoculated at day 0 with 2×105 Renca Ch^+^ L^+^ tumor cells intrakidney (IK) or subcutaneously (SC). Representative FACS analysis with gating strategy used for macrophages (stained using anti-F4/80 and anti-CD11b antibodies) in IK tumors (left panel) and Foxp3 expression in type-2 (M2) and type-1 (M1) macrophages from SC and IK tumors (right panels) at day 14. Black line represents FJK-16S clone for anti-Foxp3 antibody and grey line a Rat IgG2A isotype control. (**C**) Quantitative data of percent positive cells (left panel) and mean of fluorescence (right panel) of Foxp3 expression in M2 and M1, analyzed on represented gates (B, left panel) and using FJK-16S clone (one representative experiment of 4, n = 4 mice/group). (**D**) Representative FACS analysis and (**E**) quantitative data of Foxp3 expression in M2 and M1 macrophages from renca Ch^+^ L^+^ IK tumors at day 14 using antibody clone NRRF-30 (one representative experiment among 3, n = 4 mice/group). *P<0.05, **P<0.005, ***P<0.0005. (**F**) Western blot for Foxp3 using FJK-16S clone on M2, CD4^+^ sorted from lysed IK tumors at day 14, and control CD4^+^ GFP^−^ and CD4^+^ GFP^+^ sorted cells from a naive Foxp3*^DTR^* mouse spleen (one representative experiment of 3). (**G**) Western blot for Foxp3 using antibody clones FJK-16S and NRRF-30 on M2 sorted from IK tumors and total splenocytes (spleno) (one representative experiment of 3). The ladders are represented in kilodalton (kDa).

We next sought to confirm these results showing the expression of Foxp3 in M2 macrophages by performing Western blots. The anti-Foxp3 antibody clone FJK-16S detected a single band at the expected Foxp3 protein size of 52 kDa in the positive control CD4^+^ sorted cells from IK tumors and CD4^+^ Foxp3-GFP^+^ cells from Foxp3*^DTR^* mice (**Figure 1F**). A single band was also detected in the Western blot in the M2 cells sorted from IK tumors but the size was heavier than expected, approximately 65 kDa (**Figure 1F**). This result was repeated in Western blots on M2 cells, performed using the other antibody with a discrete epitope, clone NRRF-30 (Figure 1G). Together, these results suggest that M2 macrophages could potentially express Foxp3 protein. We hypothesize that the heavier size of the Foxp3 protein in the M2 compared to CD4^+^ cells could be due to post-translational modifications. Alternatively, it is possible that a variant mRNA was responsible for the 65 KDa protein in macrophages.

### Foxp3 detection is specific for macrophages in tumor-bearing mice

In order to assess whether Foxp3 expression was specific for macrophages from Renca tumors, we performed flow cytometric analysis on macrophages and other cell subsets from normal kidney, bone marrow (BM) and spleen harvested from naïve mice and IK tumor-bearing mice. TRegs were stained as a positive control, and we always detected Foxp3 expression in these cells isolated from all organs, demonstrating that Foxp3 antibody staining was effective in all conditions (**Figure 2A, B** **first line**). We readily detected Foxp3 expression in macrophages (F4/80^+^/CD11b^+^ cells) from IK tumors at lower level than TRegs. In addition, low level Foxp3 staining was observed in macrophages from BM or spleen in tumor-bearing mice (**Figure 2B** **second line**). In a naïve context, we did not detect Foxp3 expression in macrophages from any organs (**Figure 2A**), supporting the idea that Foxp3 expression was specifically associated with the tumor context. Furthermore, we did not detect any Foxp3 expression in other myeloid cells (F4/80^−^/CD11b^+^ cells) or in dendritic cells (DCs) or B cells from organs in naïve or IK tumor-bearing mice (**Figure 2A, B**). Finally, since antibodies vary in their capacity for non-specific staining, we wanted to confirm our observations using another isotype control antibody. We compared FACS staining using the previous isotype control, clone eBr2a, and another isotype control clone (clone R35-95, BD Bioscience) on TRegs from naïve spleen and myeloid cells from naïve BM (**Figure 2C**). Staining using both isotype control antibodies was similar and negative compared to positive staining with a Foxp3-specific antibody in TRegs and negative staining in myeloid cells. We demonstrated here that significant Foxp3 expression was found only in tumor infiltrating macrophages.

**Figure 2:**
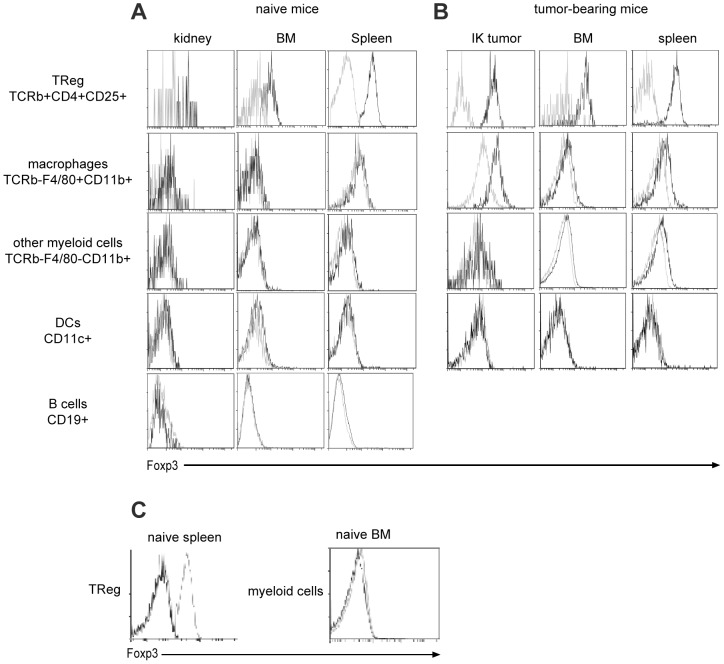
Foxp3 protein detected specifically in tumor-associated macrophages. (**A and B**) The spleen, the bone-marrow (BM) and the kidney-tumor (IK tumor) have been harvested at day 14 from mice injected with Renca Ch+ L+ tumor cells intra-kidney. The same organs have been harvested from naïve non-injected mice. Representative flow cytometric analysis of Foxp3 expression are represented for T regulatory cells (TReg) (stained with anti-TCRβ, anti-CD4 and anti-CD25 antibodies), macrophages, other myeloid cells (both stained with anti-F4/80, anti-CD11b antibodies), dendritic cells (DCs) (stained with CD11c antibocy) and B cells (stained with CD19 antibody) in (**A**) naïve BALB/C mice and (**B**) Renca Ch^+^L^+^ IK tumor-bearing BALB/C mice. Black line represents FJK-16S clone for anti-Foxp3 antibody and grey line a Rat IgG2A isotype control (eBioscience, clone eBR2a). (**C**) Representative flow cytometric staining on TReg (stained with anti-TCRβ, anti-CD4 and anti-CD25 antibodies) from naïve spleen (left panel) and myeloid cells (stained with CD11b antibody) from naïve bone marrow (right panel) with FJK-16S anti-Foxp3 antibody (grey dashed line) and two different clones for rat IgG2A isotype control: clone eBR2a from eBisocience (black line) and clone R35-95 from BD Bioscience (grey line).

At this stage of the study, two hypotheses could explain the unexpected expression of Foxp3 protein in macrophages. First, translation of an intrinsic Foxp3 messenger RNA (mRNA) could occur in macrophages, perhaps followed by post-translational modification. Second, macrophages infiltrating tumors could potentially internalize the protein from Foxp3 expressing cells such as surrounding TRegs from the tumor microenvironment or tumor cells themselves.

### Foxp3 is expressed endogenously in M2 macrophages

To assess the hypothesis that M2 macrophages could endocytose Foxp3 protein from TRegs we performed flow cytometric staining for Foxp3 in M2 cells from IK tumors from wild type (WT) or SCID mice, which lack TRegs. As a positive control, Foxp3 positive staining was confirmed on TRegs from WT mice (**Figure 3A** **left panel**). The lack of TRegs in SCID mice did not impact on the macrophage (M2/M1) profile in IK tumor (Figure 3A). We detected similar levels of Foxp3 expression in M2 cells from WT and SCID mice suggesting an intrinsic expression of the protein in the macrophages rather than phagocytosis of Foxp3 from surrounding TRegs in the tumor microenvironment (**Figure 3A** **middle and right panels**). This result was confirmed by Western blot, where we could detect a similar size (65 kDa) Foxp3 protein in IK-tumor infiltrating M2 from both WT and SCID mice (**Figure 3B**).

**Figure 3:**
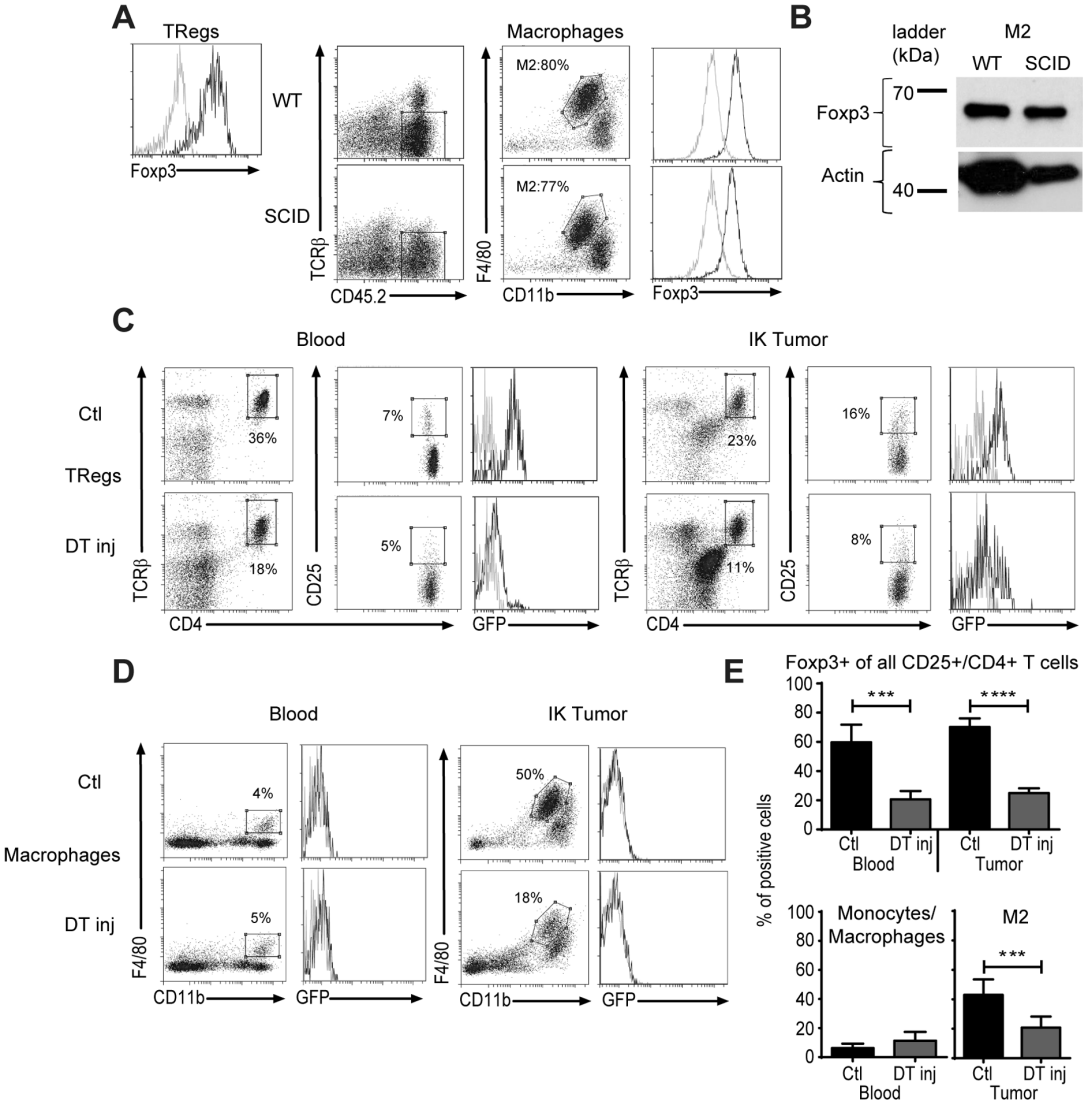
M2 from tumors in SCID mice express Foxp3 and are depleted in tumors in Foxp3*^DTR^* mice after DT injection. (**A**) Wild type (WT) or SCID BALB/c mice were inoculated at day 0 with 2×10^5^ Renca Ch^+^ L^+^ tumor cells. Intra-kidney tumors were harvested at day 14 and processed for flow cytometric analysis. Representative flow cytometric histogram and dot plots of Foxp3 expression in T regulatory cells (TRegs) (stained with anti-TCRβ, anti-CD4 and anti-CD25 antibodies) and type-2 (M2) macrophages (stained with anti-F4/80 and anti-CD11b antibodies) from IK tumors are depicted. Black line represents anti-Foxp3 antibody and grey line a rat IgG2A isotype control. M2 percentage (in the F4/80^hi^/CD11b^int^ gate) of total macrophages is represented. (**B**) Western blot for Foxp3 protein on M2 sorted from the IK tumor at day 14 from WT and SCID BALB/C mice. FJK16S antibody clone was used. (**C and D**) Foxp3*^DTR^* mice were injected at day 0 with 2×10^5^ Renca Ch^+^ L^+^ tumor cells and processed for flow cytometric analysis. Representative flow cytometry and (**E**) quantitative data of percent of positive cells for Foxp3-eGFP expression in TRegs (**C and upper panel of E**) and macrophages (**D and lower panel of E**) from IK tumors and blood 4 days after diphteria toxin injection (DT inj) or not (Ctl) are depicted. Representative graph of gating strategy for (**C**) TRegs (Foxp3^+^/CD25^+^/CD4^+^/TCRβ^+^) cells and (**D**) macrophages (F4/80^+^/CD11b^+^) or M2 (F4/80^hi^/CD11b^int^) are shown. (**C**) Percentages represent TCRβ^+^/CD4^+^ cells of all CD45.2^+^/CD4^+^ cells (first and fourth columns of C) and percent of CD4^+^/CD25^+^ cells of all TCRβ^+^/CD4^+^ cells (second and fifth columns of C); (1 representative experiment among 3, n = 4 mice per group). (**D**) Percentages represent F4/80^+^/CD11b^+^ monocytes/macrophages in the blood (first column of D), or M2 cells in the IK tumors (third column of D) of all CD45.2^+^; (2 experiments pooled). ***P<0.0005, ****P<0.0001.

To investigate if Foxp3 protein was produced endogenously in M2 macrophages following gene transcription, we used Foxp3*^DTR^* transgenic mice in which the diphtheria toxin receptor (DTR) and green fluorescence protein (GFP) are expressed under the control of the Foxp3 promoter. In this model, Foxp3-expressing TRegs are GFP^+^ and can be depleted using diphtheria toxin (DT) [17]. One dose of DT injected intraperitoneally (IP) in the mice at day 9 after IK tumor implantation was sufficient to deplete most of the TRegs in the blood and tumor (**Figure 3C, E** **upper panel**). GFP expression was not detected in macrophages from the blood (F4/80^+^/CD11b^+^) or M2 cells from IK tumors (**Figure 3D**). However, the depletion of Foxp3 positive cells in the tumor following DT injection also reduced the M2 population (**Figure 3D** **IK tumor and 3E**) suggesting a Foxp3-dependent depletion of M2 population. This implies that, despite the difficulty in detecting GFP in macrophages, those cells might express the DTR and be depleted following administration of DT.

### Foxp3 messenger RNA was detected in macrophages

In order to further assess if Foxp3 protein was intrinsically produced in macrophages, we analyzed the transcriptome of the cells using a genome-wide technique. We performed RNA-sequencing (RNAseq) analysis on RNA extracted from M1 and M2 cells isolated from kidney tumors and splenic CD4^+^ T cells. 

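The RNAseq data held 1 library for each of the 3 cell subsets, so that no difference between subsets has a replicate check. RNA of each library came from cells pooled from several mice. The sample labels give 30 pooled tumors for the macrophages and 4 pooled spleens for the CD4 T cells. The paper gives day 14 for the harvest, while the sample labels give both day 14 and day 16. The labels also name both spleen and tumor as the organ of the CD4 T cells. The authors aligned the paired reads of 51 bases with TopHat and Bowtie, assembled transcripts with Cufflinks guided by the Ensembl annotation, and deposited 1 table of transcript levels in FPKM (fragments per kilobase of transcript per 1000000 mapped reads). FPKM divides the fragments of a transcript by its length and by the library size, and Cufflinks shares fragments between overlapping variants by a model. The table held 135070 rows, of which 10182 had no Ensembl identifier, and 92519 different identifiers, of which 97.6% were found in the reference annotation. A value above 0 was listed for 37415 rows in the column headed CD4, 43470 rows in the column headed M2 and 37153 rows in the column headed M1. Read depth was estimated from the most frequent low value of FPKM times transcript length, taken as the level of 1 fragment, as 72500000 fragments for the library labelled CD4, 60100000 for M2 and 61800000 for M1. On simulated libraries of 60000000 fragments this estimate returned 56900000. Gene levels were the sums of FPKM over all rows of a gene.
Levels of cell subset genes were examined first, because they check the names of the libraries. All 20 genes of a T-cell list were highest in the column headed M2. Cd3e, which encodes a chain of the CD3 complex and lies on chromosome 9 from 44806826 to 44817673, was at 146 FPKM in the column headed M2, 0.141 in that headed CD4 and 0.131 in that headed M1. Trbc1, a constant gene of the T cell receptor beta chain, was at 434, 0.329 and 0.400 FPKM in the same order. All 15 genes of a macrophage list were lower in the column headed M2 than in either of the others. Csf1r, the receptor for colony stimulating factor 1, was at 15.3 FPKM in the column headed M2, 519 in that headed CD4 and 279 in that headed M1. Emr1, which encodes F4/80, was at 9.16, 215 and 45.3 FPKM in the same order, and Itgam, which encodes CD11b, was at 15.1, 217 and 301 FPKM. With FPKM rescaled to a total of 1000000 per library, the median ratio of the macrophage list between the columns headed CD4 and M2 went from 20.4 to 17.0. These levels go against the names of the columns headed M2 and CD4. The libraries are therefore named by their labels throughout, as the library labelled CD4, M2 or M1, and each direction between them rests on those labels.

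**Figure D1:**
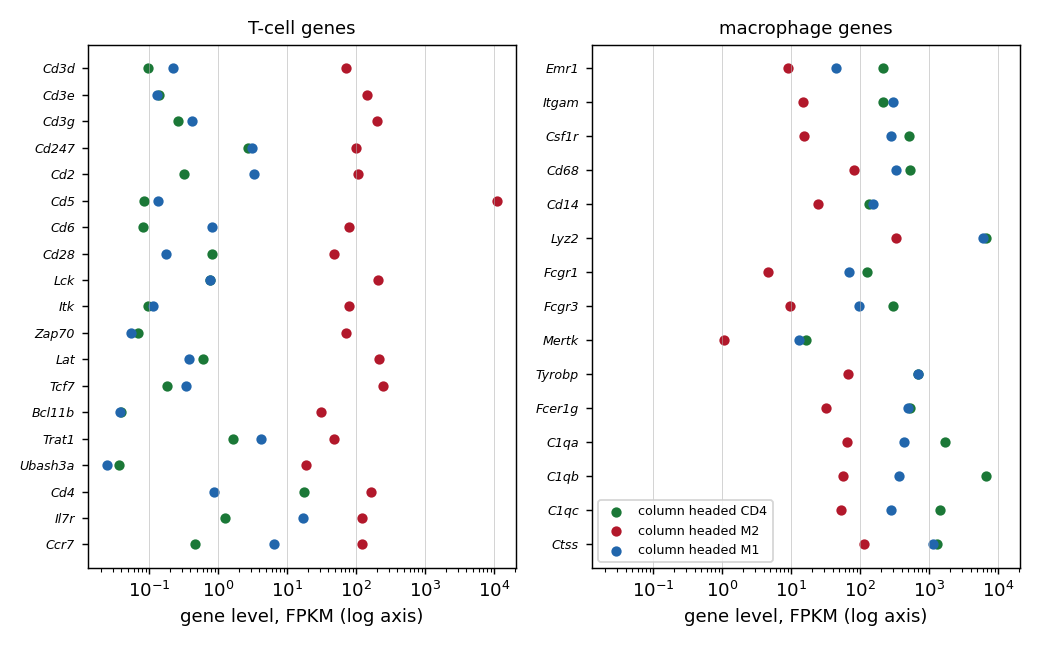
Levels of T-cell genes, with 1 of the 20 list members not shown, and of 15 macrophage genes in FPKM, on a log axis, with 1 point for each gene and column of the table. T-cell genes are highest in the column headed M2, and macrophage genes are lowest there. The level of Cd5 in the column headed M2 is a sum that includes repeated rows of assembled fragments.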

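The Foxp3 gene (ENSMUSG00000039521) lies on the forward strand of chromosome X from 7156802 to 7172369 in build NCBIM37. The reference annotation gives it 4 transcripts, and the table held 1 row for each. They were matched to the variants of Figure 4C by the rank of their lengths. Variant 1 is ENSMUST00000115740, with 3832 bases and 14 exons. Variant 2 is ENSMUST00000115738, with 3681 bases, and variant 3 is ENSMUST00000115739, with 3739 bases, each in 13 exons. In the library labelled CD4, variants 1, 2 and 3 were each listed at 0 FPKM. In the library labelled M1 they were also each listed at 0. In the library labelled M2, variant 3 was at 24.9 FPKM, above 92.7% of the transcripts with a level above 0 in that library, while variants 1 and 2 were listed at 0. A level listed at 0 may be a failed estimate, as the ribosomal protein gene Rps18 was also listed at 0 in the libraries labelled CD4 and M2. Why Rps18 was at 0 was not tested, and the reason may not hold for Foxp3. The 4 transcripts share 3502 bases, which is 91.4% of variant 1, so that most fragments of the gene do not tell the variants apart. With FPKM rescaled to a total of 1000000 per library, variant 3 was at 0.991 in the library labelled M2.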

Cufflinks 2.1.0 analysis using mouse genome MM9 revealed three Foxp3 mRNA variants in the CD4^+^ T cells expressed at a higher level than the level of high confidence (**Figure 4A**), corresponding to the three known isoforms of Foxp3 mRNA in mouse cells (Foxp3, *Mus musculus*, *NCBI Gene*) (**Figure 4B**), but none of these isoforms was significantly detected in M1 or M2 macrophages (**Figure 4A, B**). However a low but significant level (0.057 FKPM) of a fourth variant (var 4) was detected in M2 and M1 macrophages but not in CD4^+^ T cells (**Figure 4A, B**). 

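Variant 4 has the length of the transcript ENSMUST00000045566, which the annotation names Foxp3-201 and places on chromosome X from 7163435 to 7172360. Its row was listed at 0 FPKM in each of the 3 libraries. At the estimated depths, 3 fragments on this transcript would give 0.0141 FPKM in the library labelled M2, 0.0138 in that labelled M1 and 0.0117 in that labelled CD4. These limits bound what a 0 can exclude, and hold only where a 0 is not a failed estimate. Only 25 of the bases of variant 4 are in none of the other variants, while 99.3% of its length is shared by all 4.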

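The detection levels of Figure 4A were recomputed over the 118038 values above 0 of the 3 libraries pooled. The mean minus 2 standard deviations of log2(FPKM) was 0.00933 FPKM, with a 95% bootstrap interval over transcripts of 0.00901 to 0.00966. The 10th percentile was 0.0538 FPKM, with an interval of 0.0521 to 0.0556. These intervals cover the sampling of transcripts and not the variation between mice. Calculated over genes in place of transcripts, the levels were 0.00436 and 0.0265 FPKM. In the library labelled M2, 42479 transcripts lay above the recomputed minimum level and 39639 above the recomputed high confidence level. The corresponding numbers were 36298 and 33421 in the library labelled CD4, and 36094 and 33174 in that labelled M1. Of the 4 Foxp3 variants, 1 exceeded the recomputed high confidence level in the library labelled M2, and 0 did in each of the libraries labelled CD4 and M1.

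**Figure D2:**
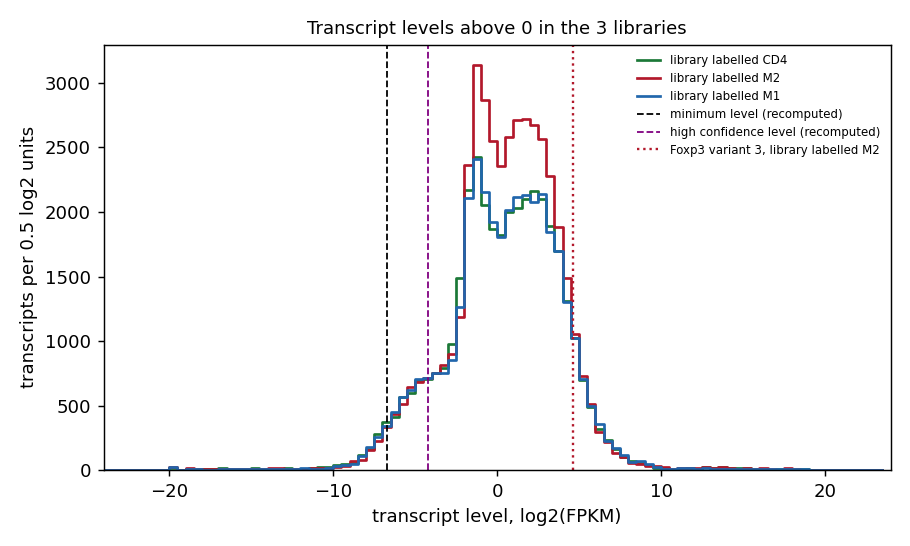
Number of transcripts in bins of log2(FPKM) for each of the 3 libraries, values above 0 only. Dashed lines mark the recomputed levels of 0.00933 and 0.0538 FPKM, and the dotted line marks Foxp3 variant 3 at 24.9 FPKM in the library labelled M2.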

Considering that all RNA transcripts detected to a FPKM level higher than 0.046 are present with high confidence in the cells (**Figure 4A**), we could consider that Foxp3 mRNA variant #4 was present in macrophages. mRNA variant #4 has not been described previously. It appeared to be smaller than previous Foxp3 mRNA transcripts (3527 bases) and the coding sequence seems to be conserved on this variant #4 with an extra 23 bases on the 5′UTR compared to the variant #1 (**Figure 4C**).

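In the reference annotation the transcript of this length has 3527 bases in 11 exons. Its coding sequence of 1290 bases is identical to that of variants 1, 2 and 3, and its start codon is at position 7163481 of chromosome X. Its first exon runs from 7163435 to 7163687 and holds the whole 5′UTR of 46 bases. The 5′UTR reads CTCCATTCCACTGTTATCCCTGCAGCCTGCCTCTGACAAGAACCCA. Reading upstream from the start codon, the match to variant 1 ended at base 319 of variant 1, and the first 22 bases of the transcript, CTCCATTCCACTGTTATCCCTG, did not match. In genomic coordinates, 25 bases from 7163435 to 7163459 lie in variant 4 and in an intron of variants 1, 2 and 3. From a level of variant 4 above its high confidence level, the paper proposes that this variant was present in macrophages.

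**Figure D3:**
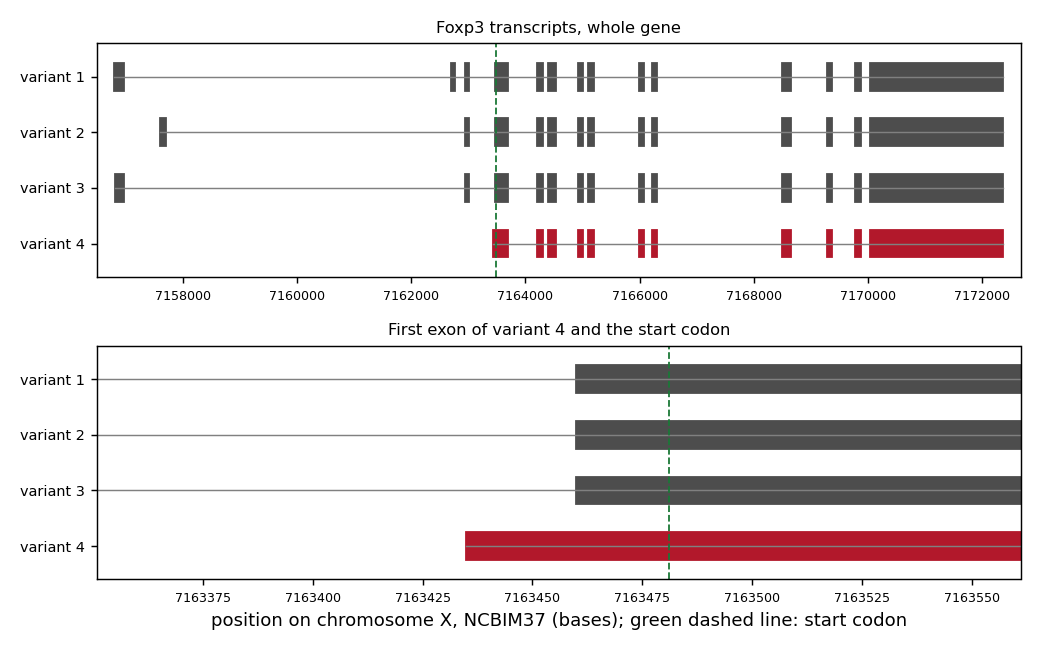
Exons of the 4 annotated Foxp3 transcripts on chromosome X of NCBIM37, with the whole gene in the upper panel and the start codon region in the lower panel. Boxes are exons, and the dashed line is the start codon at 7163481. Variant 4 begins at 7163435, upstream of the exon start shared by the other variants.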

**Figure 4:**
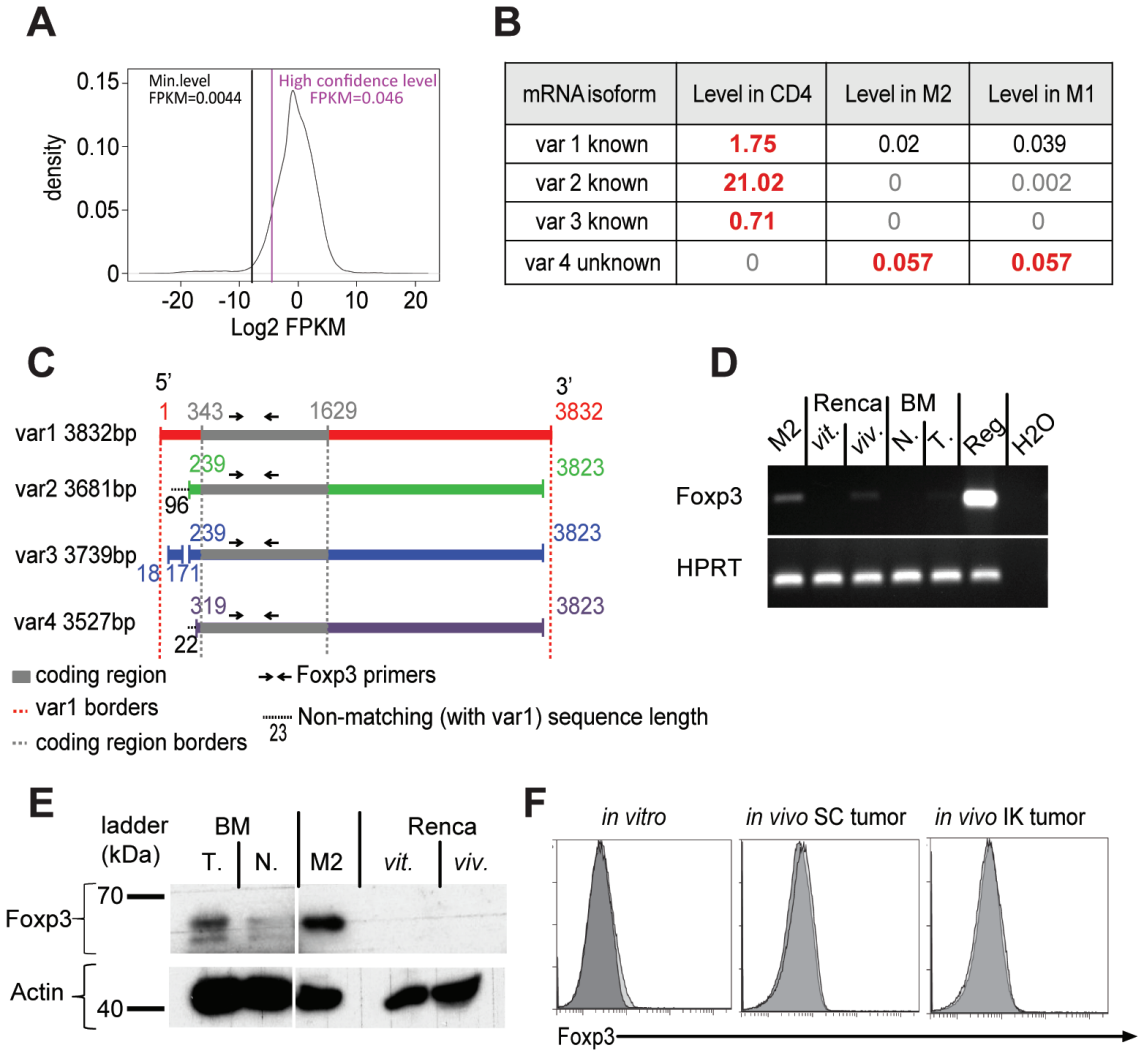
Foxp3 mRNA was detected in macrophages. Mice were inoculated with 2×10^5^ Renca Ch^+^ L^+^ tumor cells at day 0 intra-kidney. At day 14, tumors were harvested, CD4 T cells, type-2 (M2) and type-1 macrophages were sorted by gating respectively on TCRb^+^/CD4^+^ for CD4+ cells, F4/80^hi^/CD11b^int^ for M2 and F4/80^int^/CD11b^hi^ for M1. Total RNA was extracted and RNA-sequencing (RNAseq) was performed. (**A**) Graph of distribution of the level of total transcripts detected per sample. The level is expressed as abundance of the transcripts and genes in FPKM units (Fragments Per Kilobase of transcript per Million mapped reads). The x-axis is in log scale. The Min. Level (black line) corresponds to *Mean – 2×Standard Deviation*. The high confidence line (purple line) corresponds to the 10^th^ percentile of all transcripts. FPKM levels >0.0044 means RNA is significantly present, and >0.046 means they are significantly present with high confidence. (**B**) Table representing the level of Foxp3 mRNA variants (var) in FPKM value identified in CD4^+^ T cells (positive control) and M2 and M1 macrophages sorted from IK Renca tumors. The values in grey are less than 0.0044 FPKM and insignificant, the values in black are between 0.0044 and 0.046 FPKM and present with relatively low abundance and the values in dark red-bold are above 0.046 FPKM and significantly present. All transcript variants have been aligned on NCBI *BLAST* with *Mus musculus* transcriptome. (**C**) Schematic representation of the overlapping sequences of Foxp3 mRNA variants (var) 2, 3 and 4 with variant 1, identified in the RNAseq on M2, M1 and CD4^+^ T cells after analysis using NCBI *BLAST*. Numbers represent base pair (bp) all normalized on variant 1. Black dash lines represent some potential extra sequences on 5′UTR not conserved on variant 1. (**D**) Agarose gel from reverse transcription-polymerase chain reaction from M2 macrophages (M2) sorted from IK tumors, Renca Ch^+^L^+^ cells from *in vitro*-tissue culture (Renca *vit.*), Renca Ch^+^L^+^ tumor cells sorted from *in vivo* IK tumors at day 14 (Renca *viv.*), macrophages sorted from naïve BALB/c mice BM (BM N.) or day 14 IK-tumor-bearing mice bone marrow (BM T.), T regulatory cells sorted from Foxp3*^DTR^* mice (Reg.) and water as negative control (H_2_O). Reaction was performed using Foxp3 or HPRT primers as depicted. (**E**) Western blot for Foxp3 using FJK-16S clone on bone marrow (BM) sorted macrophages from IK-tumor bearing mice (T.) or naïve mice (N.), IK-tumor infiltrating M2 macrophages (M2) and Renca Ch^+^L^+^ tumor cells from in vitro tissue culture (*vit.*) or sorted on Cherry expression from in vivo IK tumor (*viv.*). (**F**) FACS analysis for Foxp3 expression on Renca Ch^+^L^+^ tumor cells from *in vitro* tissue culture (left panel) or from *in vivo* SC tumor (middle panel) and IK tumor (right panel) at day 14 gated on CD45.2^negative^ viable cells. Light grey curves represent Foxp3 antibody staining and dark grey curves represent IgG2A isotype control.

To confirm the existence of Foxp3 mRNA in macrophages indicated by RNAseq results, we performed highly sensitive RT-PCR. We used Foxp3 primers to amplify within the coding sequence conserved between the four Foxp3 mRNA variants (**Figure 4C**). PCR products were detected at the expected size when using complementary deoxyribonucleic acid (cDNA) generated from positive control TRegs and at a lower extent on some M2 cells sorted from IK tumors (**Figure 4D**). This result confirms the presence of a Foxp3 mRNA coding for the Foxp3 protein in M2 macrophages. Also, we were able detect a very faint band for Foxp3 mRNA in some macrophage cells sorted from BM from IK-tumor bearing mice but not naïve mice confirming our previous FACS analysis (**Figure 2A**). We confirmed this result with Western blot analysis (**Figure 4E**), suggesting the presence of Foxp3-expressing macrophages in other organs in context of the tumor being present. Finally, we detected Foxp3 mRNA in Renca tumor cells from an *in vivo* IK solid tumor isolated using FACS based on expression of the Cherry fluorochrome (**Figure 4D**). However, this observation was not confirmed at a protein level using Western blot and flow cytometry (**Figure 4E, F**).

## Discussion

In the present study, we identified Foxp3, a transcription factor usually expressed in TRegs, in kidney tumor-associated macrophages. We provide evidence of Foxp3 expression at the protein level using antibody-based detection techniques. Two different antibodies, available commercially, with non-overlapping epitopes on the Foxp3 protein (clone FJK-16S AA75-AA125 and clone NRRF-30 AA1-AA75), recognise Foxp3 in Renca tumor infiltrating macrophages, mainly in the M2 population. In addition, a protein blast between sequence AA1 to AA125 of Foxp3 protein and the entire *UniProt* database from multiple animal species (*NCBI Blast*: Protein Sequence) did not identify any significant homology between other proteins and AA1 to AA125 of the Foxp3 protein. Finally, Foxp3 protein was not observed in myeloid cells other than macrophages, supporting the idea of a specific Foxp3 protein detection in tumor-associated macrophages.

Surprisingly, we identified that the Foxp3 protein present in macrophages, exhibited a molecular weight of approximately 65 KDa, higher than the 54 kDa normally expected. We hypothesise that this apparent larger size of the Foxp3 protein may involve some post-translational modifications. Indeed, some post-translational modifications such as ubiquitination or sumoylation, that often occur on transcription factors [18], [19], could potentially explain the extra 10 to 15 kDa of Foxp3 in the macrophages.

The initial *JEM* retracted article described the expression of Foxp3 in macrophages infiltrating various organs in a naive context [20]. The controversy concerning expression of Foxp3 in cells other than Treg continued in other studies, but the tumor setting was minimally investigated [11], [12]. In line with these two latest studies, we did not detect Foxp3 in macrophages from naive spleen, BM and kidney. However, when we investigate a Renca kidney tumor setting, we detected Foxp3 expression in macrophages infiltrating the tumors.

Foxp3 expression following a M2-phagocytosis of the protein expressed by the surrounding tumoral TRegs appears unlikely as we still detected Foxp3 in M2 from SCID mice that lack TRegs. Furthermore, M2 were depleted from the IK tumors in the Foxp3*^DTR^* mouse model, implying that in those mice, Foxp3 and DTR were expressed by M2. Nonetheless, we were not able to detect any GFP expression in M2, although all Foxp3-expressing cells from Foxp3*^DTR^* mice should express GFP. We observed that the lack of Tregs, at tumor initiation, did not affect M2 infiltration in IK tumors from SCID mice. However, at this stage, we cannot exclude the possibility that depletion post-tumor development of TRegs that were present at tumor initiation was influencing the macrophage profile in the tumor, potentially explaining the lower level of M2 in IK tumors in Foxp3*^DTR^* mice. Furthermore, the lower level of Foxp3 expression in macrophages compared to TRegs that we observed, would involve a lower level of DTR-eGFP protein in the cells. This could make GFP expression hard to detect in macrophages and also explain a lower depletion of M2 cells compared to TRegs.

In addition to detection of Foxp3 at the protein level, we demonstrated, using two sensitive molecular techniques, the presence of Foxp3 mRNA in renal tumor infiltrating macrophages. The Foxp3 transcript detected in the macrophages was previously unknown and exhibited a shorter sequence than previously known Foxp3 mRNA. 

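The 5′UTR annotated for the transcript with the length of variant 4 was searched for start codons. It held 0 ATG triplets in any frame. The 15 whole codons upstream of the annotated start codon held 0 stop codons in frame. The coding sequence has 430 codons with the stop codon, the same as in the other 3 annotated Foxp3 transcripts.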

At this stage, we do not rule out that an alternate start codon within the new variant of Foxp3 mRNA could explain the extra weight of the macrophage Foxp3 protein. Interestingly, we detected low level of Foxp3 mRNA in Renca tumor cells isolated from *in vivo* solid tumors but not from *in vitro* tissue culture though we do not know yet which isoform it was. Some reports in the literature suggest a potential oncogenic and tumor escape function of Foxp3 in tumor cells [7], [21]. However we didn't detect any Foxp3 protein in those tumor cells, suggesting that Foxp3 message detected using RT-PCR may have been due to contaminating macrophages or TRegs present in the *in vivo* tumor FACS-isolated sample.

Taken together, our results strongly suggest that Renca tumor-associated macrophages, in particular those with a M2 profile, express mRNA and a potentially post translationally-modified protein for Foxp3. We also attempted some analyses using mass spectrometry to confirm the status of Foxp3 protein in the macrophages and its level of post-translational modification. Unfortunately, none of three Foxp3-specific antibodies (eBioscience, BD Bioscience and Abcam) that we used, were effective for Foxp3 protein immunoprecipitation necessary for sample isolation for mass spectrometry analysis. Furthermore, being unable to immunoprecipitate the Foxp3 protein, we were also unable to probe for the ubiquitin or SUMO modifications on Foxp3. Consequently, there remain some unanswered questions regarding the exact nature of the Foxp3 protein detected in macrophages, which seems heavier than the Foxp3 present in TRegs. Finally, some functional and mechanistic insight needs to be performed, to reveal whether macrophage-expressed Foxp3 has immunosuppressive activity.

Notwithstanding the above considerations of the nature and function of the protein, the main purpose of the present study was to clearly determine if Foxp3 could be expressed in macrophages under some circumstances. Using diverse analytical techniques such as flow cytometry, Western blot, RT-PCR and RNAseq, we confirmed that Foxp3 could be expressed in macrophages in the tumor context. This raises the possibility that Foxp3 could be an interesting candidate to target to improve therapies for tumors containing M2 infiltrating macrophages.

How the deposited data were processed for this re-analysis (not part of the article)

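RNA from sorted M1 macrophages, M2 macrophages and CD4 T cells was sequenced, with 1 library per cell subset. The authors trimmed the paired reads of 51 bases by quality, aligned them to mouse genome MM9 with Bowtie 0.12.8 and TopHat 1.4.1, and used Cufflinks 2.1.0 with Ensembl release 67 to assemble transcripts and estimate their levels. The values the authors deposited are in FPKM, 1 table with a column for each library. How the assemblies of the 3 libraries were joined is not described in the paper's text. A dash stood in place of a value in 28385 rows of the column headed CD4, 23458 of that headed M2 and 28490 of that headed M1. Some identifiers had several rows, with 50 rows for the most repeated one. Columns were assigned to samples by their headings alone, although the levels of cell subset genes go against the headings M2 and CD4.

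Identifiers were joined to the GENCODE annotation of NCBIM37, built on Ensembl release 65, and 90316 of 92519 were found. Gene levels were sums over all rows of a gene, for 36936 genes. The minimum level was the mean minus 2 standard deviations of log2(FPKM) and the high confidence level the 10th percentile, both over values above 0. Genes differing between the libraries labelled M2 and M1 were those with a log2 ratio of FPKM + 1 of at least 1 in size, a scale that understates the change of low genes. Correlations were calculated across genes on the same scale. No test between cell subsets was possible with 1 library each, and no p-value is given. Gene lists for T cells, regulatory T cells, B cells, CD8 and NK cells, macrophages, M2, M1, neutrophils, monocytes, dendritic cells, erythroid cells, kidney epithelium, fibroblasts and endothelium were fixed before the data were examined. So were the processing alternatives, apart from those described as chosen after seeing the data. List medians were set beside those of 10000 random lists of the same size matched on mean expression. The genes named were those named in the paper, members of the lists, the Foxp3 transcripts, and the 5 genes with the largest ratio between the libraries labelled M2 and M1 in each direction among genes with at least 10 FPKM in one of them. Rps18 is named outside this rule and was chosen after its values were seen. The level of 1 list member is not reported here by itself, and it is part of the list medians and counts.

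Depth is not part of FPKM values. It was estimated from the most frequent low value of FPKM times length over protein-coding transcripts of 2500 to 8000 bases that are the only transcript of their gene, below a ceiling of -4.8 on the log2 scale that was set after the distribution was seen. The estimates over other length ranges were 71500000 to 74500000 fragments for the library labelled CD4, 58900000 to 64000000 for M2 and 61400000 to 64000000 for M1. The paper's total of more than 5000000000 bases corresponds to at least 49000000 read pairs. The limits given for Foxp3 are levels of 3 fragments and cover counting error only.

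The calculations were tested on simulated data. The minimum level was recovered at 0.994 of its true value and the high confidence level at 0.988, over 118038 values. Of 200 genes changed by a known factor 100% were called, and of 36736 unchanged genes 0.00272%. The change was 4-fold, well above the cut, and the unchanged genes included those at level 0. Neither counting error nor repeated rows were simulated for these genes. These rates were therefore nearly fixed in advance and say little about the counts between the libraries labelled M2 and M1. Simulated depths of 40000000, 60000000 and 80000000 fragments were estimated as 38100000, 56900000 and 75600000. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Flow cytometry, Western blots and RT-PCR were not analysed here.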

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

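The T-cell and macrophage lists were fixed before the data were examined, and the tests of explanations below were chosen after the levels were seen.

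T-cell genes, which the paper does not report, gave a signal in the column headed M2. The median ratio of the column headed M2 to that headed CD4 was 435 over 20 T-cell genes, and it was above 1 for all 20, from 9.36 for Cd4 upward. The list median on the log2(FPKM + 1) scale was 6.22, above all 10000 random lists. Macrophage genes gave the opposite. The median ratio of the column headed CD4 to that headed M2 was 20.4 over 15 macrophage genes, from 5.58 to 119, and the ratio was above 1 for all 15. The 119 of C1qb is a sum over repeated rows, and with one row per identifier the highest ratio was 33.9, for Csf1r.

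A scaling difference would move both lists the same way, while they moved in opposite directions, and the median log2 ratio of the column headed M2 to that headed CD4 was 0.15 over the 11077 genes with at least 1 FPKM in all 3 columns. Rows of assembled fragments added to a gene also do not account for it, since with one row per identifier, a setting chosen after seeing the data, the macrophage ratio was 20.3 and the T-cell ratio 750.3 over the 19 genes above 0 in the column headed CD4. A candidate explanation is that the columns headed M2 and CD4, or the libraries behind them, are exchanged. The sort gates of the paper separate M2 (F4/80 high, CD11b intermediate) from M1 (F4/80 intermediate, CD11b high). In the column headed CD4, Emr1 (F4/80) was 4.76 times and Itgam (CD11b) 0.721 times its level in the column headed M1, in line with those gates. In the column headed M2 these ratios were 0.202 and 0.0502. An exchange in the table cannot be separated from one at an earlier step by these values. No biological explanation was tested, and the mapping of columns by their headings was not changed.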

How the results depend on the processing

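No paired analysis was possible because each cell subset had 1 library. Intervals were bootstrap intervals over transcripts or genes, or, for list medians, 95% intervals of the median taken from the ranked members. The members of the longer lists spread more widely than these intervals. For the T-cell share in the column headed M1 the interval was 0.138% to 1.35%, while the members ran from 0.00122% to 13.8%.

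The recomputed minimum level of 0.00933 FPKM and high confidence level of 0.0538 FPKM moved beyond their narrow intervals under nearly all settings. They were 0.00783 and 0.0478 in the library labelled CD4 alone, 0.0121 and 0.0688 in M2 alone, 0.00835 and 0.0470 in M1 alone, and 0.0101 and 0.0573 over M1 and M2. They were 0.00436 and 0.0265 over genes, 0.0117 and 0.0570 over values of at least 0.0001 FPKM, and 0.00707 and 0.0407 for the mean over the 3 libraries. With Ensembl identifiers only, the minimum level stayed within its interval and the high confidence level was 0.0441. The median minus 2 scaled median absolute deviations gave 0.0178, and zeros included gave a 10th percentile of 0. In settings chosen after seeing the data, the levels were 0.00388 and 0.0328 for the mean with a dash as 0, and 0.00483 and 0.0247 with one row per identifier. The cause was not tested.

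The number of Foxp3 variants above the high confidence level was the same at cuts of 0.1 and 1 FPKM and at each library's own level. Variant 3 in the library labelled M2 went from 24.9 FPKM to 0.991 after rescaling to a total of 1000000, by construction, since rows over 100000 FPKM held 81.2% of that total. Its percentile went from 92.7 to 97.2 with zeros included. Counts of transcripts above the levels stayed within 1.5 times.

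The median T-cell ratio of the library labelled M2 to CD4 was 33.6 over the 4 list members with at least 1 FPKM in CD4, and 435 over all list members, a setting chosen after seeing the data. It was 9.36 at a minimum of 10 FPKM and 11.0 with one row per identifier (chosen after seeing the data), where 1 gene was left in each. That of M1 to CD4 was 1.86 and reversed to 0.0490 at a minimum of 10 FPKM and to 0.0574 with one row per identifier, again over 1 gene in each. The macrophage ratio stayed within its interval in the settings tried. Genes higher in the library labelled M2 than in M1 numbered 2806 and those lower 1877. With a pseudocount of 0.1 the numbers were 4693 and 2789. Scaled by the median ratio they were closer together, at 2462 and 2120, and with one row per identifier (chosen after seeing the data) they were 2110 and 1806.

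With a pseudocount of 0.1 and with at least 1 FPKM in one of the 2 libraries, the correlation of M2 with M1 went from 0.867 to 0.897 and 0.642, that of M1 with CD4 from 0.934 to 0.952 and 0.794, and that of M2 with CD4 from 0.861 to 0.893 and 0.626. The order of M1 with CD4 above both others was the same in each.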

Differences from the paper's values

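The paper's minimum level is 0.0044 FPKM and the recomputed one was 0.00933. Of the alternatives set before the data were examined, the level over genes, 0.00436, was within 1.5 times of the paper's value, and the others were not. Over genes the high confidence level was 0.0265 against the paper's 0.046. Of the settings chosen after seeing the values, the mean over the 3 libraries with a dash as 0 gave 0.00388 and one row per identifier gave 0.00483, both within 1.5 times. The high confidence level was 0.0328 in the first of these, also within 1.5 times of the paper's value, and 0.0247 in the second, which was not. In all, 12 settings of the minimum level were tried, the main one included.

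For Foxp3 variant 4, the paper gives 0.057 FPKM in M2 and in M1, and its row was listed at 0 in the libraries labelled M2 and M1. No row of the table rounded to 0.057 in both the columns headed M2 and M1.

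For CD4 T cells, Fig. 4B gives variant 1 at about 1.8 FPKM, variant 2 at about 21 and variant 3 at about 0.71, with a sum of about 23. Each was listed at 0 in the library labelled CD4, so that the sum was 0. For M2, Fig. 4B gives variant 1 at about 0.02 FPKM, listed here at 0, and variant 3 at about 0, here at 24.9. For M1, Fig. 4B gives variant 1 at about 0.039 and variant 2 at about 0.002 FPKM, both listed here at 0. Rescaling to a total of 1000000, the alternative set before the data were examined that changes single values, left the values at 0 and gave 0.991 for variant 3 in M2. It closed none of these gaps. The sum over the variants in the library labelled M2 was 24.9 FPKM, near the sum of about 23 in Fig. 4B for CD4 T cells. It lay in variant 3, while most of the paper's sum is in variant 2. This contrast rests on telling variants 2 and 3 apart by the rank of their lengths, 3681 and 3739 bases. With these exchanged, the level would lie in variant 2. Variant 3 has 0 bases that are in none of the other variants, and variant 2 has 96. No single base therefore marks a fragment as variant 3. Only a fragment across the exon junction from 7156972 to 7162938, found in variant 3 alone, would do so. Such fragments cannot be counted from FPKM values, which limits what this difference between variants shows.

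The paper reports the known variants above the high confidence level in CD4 T cells and not in macrophages. As the columns are headed, 0 of the 4 variants passed the recomputed level in the library labelled CD4 and 1 did in that labelled M2. The paper describes variant 4 as unknown. The annotation built on Ensembl release 65 lists the transcript ENSMUST00000045566 with 3527 bases and 22 bases not matching variant 1, and the authors' table lists that identifier.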

Other observations

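The explanation by T cells or tumor cells carried over into the sorted macrophages was set before the data were examined, and the tests used here were chosen after the values were seen. The planned comparison, of Foxp3 with T-cell genes as shares of their level in CD4, could not be formed because Foxp3 was listed at 0 in the column headed CD4.

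Foxp3 at 24.9 FPKM in the column headed M2 stood beside other genes of regulatory T cells, with all 10 genes of that list, Foxp3 included, highest there, among them Il2ra at 16.3 and Ctla4 at 25.0 FPKM. Carry-over of some T cells into a library mainly of macrophages would leave macrophage genes near their level in the column headed M1. Their median ratio to that column was 0.0989 (interval 0.0648 to 0.158), lower for all 15 genes, which argues against such carry-over. The lists go with a library mainly of T cells, since all 20 T-cell genes were also highest in the column headed M2. The test covers that column only and does not bear on carry-over into the columns headed M1 and CD4. Carry-over of tumor or kidney cells would bring these genes at the share of the kidney epithelial genes. In the column headed M1, the 14 kidney epithelial genes had a median of 46.7% of their level in that headed M2 (interval 39.8 to 90.9), and the 9 regulatory T-cell genes other than Foxp3 2.61% (0.110 to 12.7). In the column headed CD4 the medians were 53.9% (41.3 to 156.0) and 2.03% (0.219 to 10.7). With one row per identifier the intervals also stayed apart, narrowly in the column headed M1, at 5.03 to 90.9 for kidney and 0.159 to 4.35 for regulatory T cells. This argues against RNA of kidney epithelium as the source of these genes in the column headed M2. For Foxp3 itself the comparison rests on values of 0, which may be failed estimates. For the paper's low level of variant 4, carry-over of tumor or kidney cells cannot be told apart from its absence. Kidney epithelial genes were found in each column, and no library of tumor cells was analysed here. As sums over rows, all 14 kidney epithelial genes were above the high confidence level in each column. With one row per identifier, Umod and Pax2 were at 0 in the column headed M1, and the other members stayed above that level in each column.

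A hypothesis on the paper's level of variant 4 is that it may come from T-cell RNA in the macrophage libraries. Against it, the paper did not find variant 4 in its CD4 T cells. It also found Foxp3 protein in M2 cells of SCID mice, in which regulatory T cells are absent. T-cell genes in the column headed M1 had a median of 0.336% of their level in the column headed M2, and those in the column headed CD4 0.237%. At these shares Foxp3 would be at 0.0835 FPKM (interval 0.0343 to 0.336) and 0.0588 FPKM (0.0298 to 0.0946), and the paper's 0.057 for variant 4 lies in both intervals. The level scaled by these shares is all variant 3, while variant 4 was listed at 0 in the column headed M2, so that the shares give a level for the gene and none for variant 4 itself. With the 5 genes of the T cell receptor complex only, the first share gave 0.0511 FPKM (0.0223 to 0.0761), an interval that holds the paper's value, and the second 0.0239 FPKM (0.00969 to 0.0332), below it. With one row per identifier the shares gave 0.0444 FPKM (0.0325 to 0.0927) and 0.0328 FPKM (0.0263 to 0.0735), and both intervals hold it. Shares of the 9 regulatory T-cell genes other than Foxp3 were higher. Their medians were 2.61% (0.110 to 12.7) in the column headed M1 and 2.03% (0.219 to 10.7) in that headed CD4. The paper's 0.057 is 0.229% of Foxp3 in the column headed M2, below both medians and within both intervals. With one row per identifier this share was within the interval of M1 (0.159 to 4.35) and below that of CD4 (0.301 to 6.27). The calculation takes the column headed M2 as the T-cell source. At the shares of the whole T-cell list, Foxp3 would have 19.3 fragments in the column headed M1 and 16.0 in that headed CD4. All its rows were listed at 0 in both. Unless these zeros are failed estimates, they go against Foxp3 at these shares, and also against the paper's level. T-cell RNA therefore cannot be told apart here from low transcription in macrophages. The paper's 0.057 FPKM corresponds to 12.4 fragments on variant 4 at the depth of the library labelled M1, and its minimum level to 0.959 fragments.

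Across 36936 genes, which are not independent replicates, Pearson's r on log2(FPKM + 1) was 0.934 between the libraries labelled M1 and CD4, 0.867 between M2 and M1 and 0.861 between M2 and CD4. Spearman's rho was 0.933, 0.889 and 0.889. Between the libraries labelled M2 and M1, 2806 genes were higher and 1877 lower in M2, with no replicate check, and 2462 were higher and 2120 lower after scaling by the median ratio. The median log2 ratio of M1 to M2 was -0.13 over the genes with at least 1 FPKM in all 3 columns.

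The 5 genes with the largest ratio of the library labelled M2 to M1 were Agmo, Nell2, Igsf21, Pcsk6 and Neu3, and the 5 lowest were Gm14371, Gucy1a2, Lama4, Hmcn1 and Tmem156. These rest on repeated rows of assembled fragments. Agmo was at 1366170 FPKM in M2 as a sum and at 0.0488 with one row per identifier. In all, 86 rows exceeded 100000 FPKM in some column, of which 59 had no identifier and 27 had a repeated one.

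Median levels of the other lists are given for the columns headed CD4, M2 and M1 in that order. They were 0.176, 16.0 and 0.209 FPKM for regulatory T cells, 0.185, 10.8 and 0.160 for B cells, 0.104, 7.04 and 0.132 for CD8 and NK cells, 0.201, 12.4 and 2.90 for neutrophils, and 5.71, 37.6 and 6.52 for erythroid cells. They were 55.1, 4.10 and 36.0 for M2 genes, 12.0, 3.87 and 19.9 for M1 genes, 1.61, 23.1 and 46.7 for monocytes, 0.775, 3.53 and 2.60 for dendritic cells, 2.89, 3.56 and 1.84 for kidney epithelium, 5.16, 2.29 and 1.58 for fibroblasts, and 0.925, 0.640 and 0.771 for endothelium. Ccr7 is in both the T-cell and the dendritic list. For T cells they were 0.292, 115 and 0.399, and for macrophages 530, 32.3 and 301.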
